A study of Homo sapiens with 4 samples.

How the data were processed

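RNA was sequenced from 4 samples of MDA-MB-231, an established human triple-negative breast cancer cell line carrying a doxycycline-inducible histone H2B-eGFP reporter. Per the labels' protocols, doxycycline at 5 μg/ml switched the reporter on over 3 days, the cells also took up a Claret and a Violet dye, and label was then allowed to dilute over a chase of 12 days. The 1% of cells that kept most of one label were sorted, once for each label, as slow-cycling cells, and Bulk cells were sorted with no fluorescence gate. RNA was extracted with TRIzol, and libraries were made with a NEBNext Ultra RNA kit, per the labels' protocols. Each of the 4 groups (Bulk, Claret, eGFP and Violet) holds 1 library, so no difference reported here has a replicate check.

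Groups were taken from the sample titles, whose names are also those of the columns of the deposited tables. In every sample the treatment field names a different sort from the title. The library titled Bulk is called Claret in that field, the library titled Claret is called eGFP, the library titled H2B-eGFP is called Violet, and the library titled Violet is called un-gated. All results use the titles, and the numbers of genes called, the correlations of log2 ratios and the list medians against Bulk were also computed with the treatment field as an alternative.

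The deposited count table gives whole-number read counts per gene for 58735 genes with no normalization, per the file headers and the values. Aligner, counting tool, use of strand and handling of reads that match several genes are not stated in the labels or the file headers. Start and end coincide with GENCODE 29, an annotation of GRCh38, for 58724 of these genes. All coordinates are GRCh38, 1-based, as the deposited table gives them. The deposited FPKM table was computed by the authors from the same counts, since FPKM times gene length over count is 1 constant in each library. That constant corresponds to a library total of 96.9% of the summed counts in Bulk, 100.0% in Claret, 100.7% in eGFP and 103.5% in Violet, and these totals equal DESeq2 size factors times a common depth. FPKM values entered only 1 alternative, on the scale log2(FPKM + 1), which understates changes of weakly expressed genes.

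Summed counts per library ranged from 15508179 to 16976909. A count of 3, the upper limit that 0 reads allow, corresponds to 0.177 to 0.193 CPM. Confidence intervals are 95% exact (Clopper-Pearson) intervals of the ratio of reads between 2 libraries. Intervals and floors cover counting error only, because the reads carry no molecular identifiers and variation between cultures was not measured.

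Genes with a mean over the 4 libraries of at least 1 CPM were kept (14585 genes, of which 12480 protein coding). Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3. Log2 ratios used CPM with a prior count of 2, by edgeR's formula. The usual choice for counts, edgeR's quasi-likelihood test, has no residual degrees of freedom with 1 library per group. Therefore the reads of 2 libraries were compared gene by gene with a two-sided exact conditional binomial test, with Benjamini-Hochberg adjustment over the 14585 genes. That test compares those libraries, not the conditions. A gene was called when its adjusted p was under 0.05 and its log2 ratio was at least 1 in size. The 6 pairs of libraries were tested. A library stood apart when it was called in the same direction against each of the other 3.

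There were 15 gene lists: the 7 FOS and JUN genes, a wider AP-1 list, immediate-early genes outside AP-1, heat-shock, S-phase and G2/M genes, CDK inhibitors, dormancy-associated genes, NF-κB targets, and genes of the unfolded-protein response, the interferon response, hypoxia, cholesterol synthesis, cytosolic ribosomal proteins and mitochondrially encoded proteins. All listed symbols were matched in the table, older symbols included. A list's median log2 ratio was placed as a percentile among medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Percentiles of 2.5 or less and 97.5 or more are called past the random lists. They describe these libraries and are not p-values. The 15 lists in 3 comparisons gave 45 percentiles against Bulk, with no further adjustment. The same lists were also placed for the 3 pairs of slow-cycling libraries, which gave 45 further percentiles.

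Genes named in the text follow a rule: the FOS and JUN genes, the CDK inhibitors, MKI67 and TOP2A; among protein-coding genes called in all 3 slow-cycling libraries, the 5 higher and 5 lower ones with the largest smallest-of-3 log2 ratio; and for each library the 2 protein-coding genes above and 2 below the others with the widest gap. Of the genes this rule selects, 1 is not reported here. Other names are stated to have been chosen after their values were seen. The gene lists, tests, thresholds, naming rule and main alternatives were chosen before the data were examined. The alternatives were library-size scaling, DESeq2 1.42.0 size factors, no filter, a filter at 10 CPM, a prior count of 0.5, groups from the treatment field, edgeR's exact test with an assumed coefficient of variation of 0.2, a 1.5-fold threshold, protein-coding genes only, log2(FPKM + 1), and a quasi-likelihood fit of the slow-cycling libraries as if they were replicates. A lowess correction for transcript GC content (fraction 0.3), edgeR's exact test with the variation between slow-cycling libraries, and the removal of genes with shared sequence were added after the data had been seen.

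Shared sequence was measured as the percentage of a gene's distinct transcript 31-mers in GENCODE 29 that also occur in another gene. A gene with at least 50% was treated as sharing reads (717 of the genes kept, 4.92%). GC content was the mean over each gene's GENCODE 29 transcripts and had a value for 14581 of the genes kept. Computations outside R used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and plots used Matplotlib 3.10.9.

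The calling procedure was tested on simulated data with the real genes, library sizes and means, in which 200 genes were changed by known factors in 1 library. Under Poisson noise 191 of the 200 were recovered with 0 of the unchanged genes called, over 14565 genes. With a coefficient of variation of 0.0702, that between the 3 slow-cycling libraries, 198 were recovered and 16 unchanged genes were called. With an assumed 0.2, 182 were recovered and 389 unchanged genes were called. All simulated changes were larger than the log2 ratio of 1 needed for a call, so recovery of changes near that threshold was not measured. The 3 comparisons against Bulk share the Bulk library, so overlap and correlation between them were also computed for 4 unchanged libraries simulated from 1 profile, in 20 draws per level of noise.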

Results

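The transcriptomes of 3 sorted populations of slow-cycling MDA-MB-231 cells and of Bulk cells were compared by RNA sequencing. Slow-cycling cells were defined by retention of Claret dye, H2B-eGFP or Violet dye after a chase of 12 days, because label is diluted at each division. Each population gave 1 library, with no replicates. Summed read counts were 16033922 in Bulk, 16976909 in Claret, 15868881 in eGFP and 15508179 in Violet. At least 10 reads were counted for 15203 genes in Bulk and for 15964 to 16075 genes in the slow-cycling libraries. Mitochondrial genes held 4.18% of the reads in Bulk, 5.48% in Claret, 5.09% in eGFP and 5.06% in Violet. This was not a rise of all mitochondrial genes (names chosen after their values were seen). MT-RNR2, a ribosomal RNA, had 20937 reads in Bulk and 109102, 107948 and 79177 in Claret, eGFP and Violet. MT-CO1 had 175876 in Bulk and 242151 to 297230 in the others. Of the 13 mitochondrially encoded protein genes, 9 were below Bulk in each slow-cycling library. Libraries are named here by their titles, which differ in every sample from the sort given in the treatment field.

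The title of the series asks about heterogeneity among dormant cells, so the slow-cycling libraries were compared with Bulk and with each other. Across the 14585 genes kept, Pearson's r of log2 CPM was 0.931 to 0.939 between a slow-cycling library and Bulk and 0.991 to 0.992 between slow-cycling libraries. These correlations run across genes, which are not independent replicates. The standard deviation of the log2 ratios over genes was 0.86 to 0.90 against Bulk and 0.29 to 0.30 between slow-cycling libraries. By the exact binomial test on reads, Claret had 1639 genes higher and 973 lower than Bulk, eGFP 1735 higher and 1108 lower, and Violet 1641 higher and 1023 lower. Between slow-cycling libraries, 104 genes were called for Claret against eGFP, 115 for Claret against Violet and 136 for eGFP against Violet. Among alternatives that used the titles, the one that lowered the number of higher genes most was a filter at 10 CPM, with 615 genes higher in Claret. With groups from the treatment field 1023 genes were higher and 1641 lower in Claret, and 33 higher and 82 lower in eGFP.

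**Figure D1:**
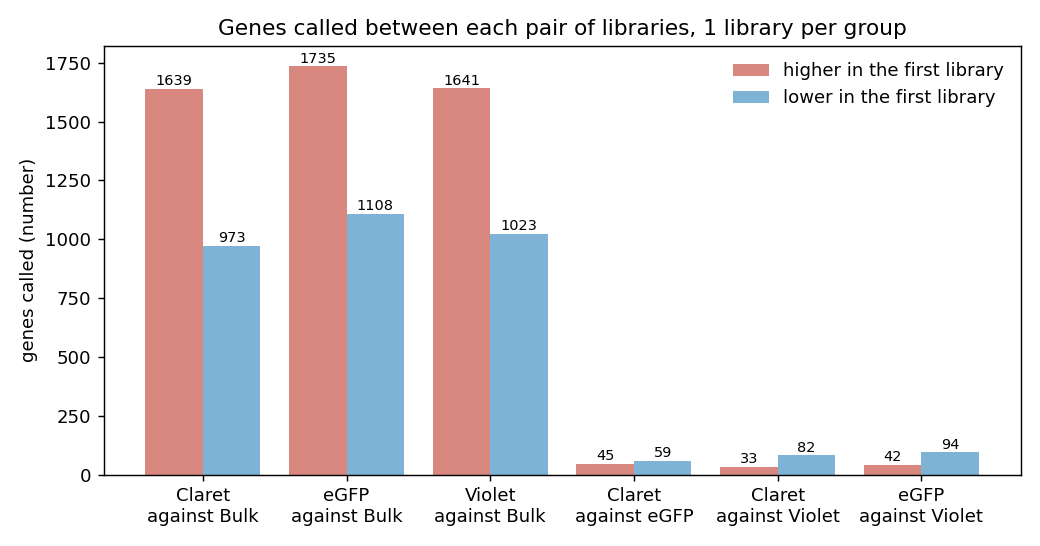
Number of genes called higher and lower in the first-named library for each pair of libraries (1 library per group; bars are counts of genes, adjusted p under 0.05 and a log2 ratio of at least 1 in size). The 3 pairs with Bulk have 973 to 1735 genes per direction, and the 3 pairs of slow-cycling libraries have 33 to 94.

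Of the 3545 genes called against Bulk in at least 1 slow-cycling library, 1219 were higher and 717 lower in all 3, together 54.6%. A further 217 genes were called in Claret alone, 392 in eGFP alone and 301 in Violet alone. Whether the difference from Bulk itself differed between libraries is not tested by such counts. Log2 ratios to Bulk were correlated across genes between slow-cycling libraries, with r of 0.947 for Claret and eGFP, 0.945 for Claret and Violet and 0.944 for eGFP and Violet. Groups from the treatment field moved these most, to 0.0366 for Claret and Violet, and with no filter on low counts they were 0.775 to 0.783. Unchanged libraries simulated against the same Bulk profile gave a mean r of 0.511 under Poisson noise and 0.502 with a coefficient of variation of 0.2. In these simulations 0 genes were called higher in all 3 under Poisson noise, and 18.3 higher and 5.15 lower on average with a coefficient of variation of 0.2. The simulated noise was independent between genes and libraries. An offset of the single Bulk library shared by many genes could also raise r and the overlap, and was not simulated. Bulk stood apart from the other 3 libraries in 1936 genes, Claret in 12, eGFP in 19 and Violet in 16.

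Genes of the cell cycle were compared because the populations were sorted for slow division. All 28 S-phase genes and all 38 G2/M genes were called lower than Bulk in each slow-cycling library, and the counts were the same when adjusted over the list alone. The S-phase median was -2.20 in Claret, -2.58 in eGFP and -2.25 in Violet. The G2/M median was -2.27, -2.54 and -2.22 in the same order, and for both lists 0% of the random lists had a lower median in any library. Grouping by the treatment field moved these medians most, to 2.25 for S phase and 2.22 for G2/M in Claret. MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126385) had 6778 reads in Bulk and 995, 689 and 915 in Claret, eGFP and Violet. Its log2 ratio in Claret was -2.87 (95% interval -2.97 to -2.78). TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950) had a log2 ratio of -2.17 in Claret, -2.53 in eGFP and -2.10 in Violet. Between slow-cycling libraries, the G2/M median of Claret lay 0.30 above that of eGFP (38 of 38 genes above 0, percentile 100). The G2/M median of eGFP against Violet was -0.30 (36 of 38 genes below 0, percentile 0). Claret against Violet differed by a G2/M median of 0.00, with 19 genes on each side. The S-phase median was 0.25 for Claret against eGFP (27 of 28 genes above 0, percentile 100), 0.12 for Claret against Violet (21 of 28, percentile 99.65) and -0.11 for eGFP against Violet (23 of 28 below 0, percentile 0.06). Under library-size scaling, DESeq2 size factors and a GC correction the S-phase medians and the G2/M medians of eGFP against Claret and Violet had the same direction. The G2/M median of Claret against Violet changed sign under DESeq2 size factors and under the GC correction (both 0.02).

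CDK inhibitors did not move together, with list medians of 0.13, 0.11 and 0.14 in Claret, eGFP and Violet. CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339) was higher by 1.06 in Claret, 1.22 in eGFP and 0.80 in Violet, and was called in Claret and eGFP. Its log2 ratio was 0.26 for Claret against Violet and 0.43 for eGFP against Violet, neither called. A GC correction lowered the Claret value to 0.98. CDKN1C (ENSG00000129757, chromosome 11, 2883213 to 2885773) was called higher in all 3, with log2 ratios of 1.44, 1.27 and 1.29. CDKN2C (ENSG00000123080, chromosome 1, 50960745 to 50974633) was called lower, with -1.82, -2.25 and -1.85. CDKN1B (ENSG00000111276, chromosome 12, 12715058 to 12722371) differed by 0.11 to 0.14 and CDKN2D (ENSG00000129355, chromosome 19, 10566462 to 10569059) by -0.43 to -0.27, neither called. CDKN2A and CDKN2B had 0 reads in all 4 libraries, which allows up to 0.193 CPM.

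The series title names AP-1, the transcription factor formed by FOS and JUN family proteins. JUNB and JUND were the FOS and JUN genes called higher than Bulk. JUNB (ENSG00000171223, chromosome 19, 12791496 to 12793315) had 831 reads in Bulk, 3442 in Claret, 3740 in eGFP and 2713 in Violet, and log2 ratios of 1.94 (1.83 to 2.06), 2.16 (2.05 to 2.27) and 1.70 (1.59 to 1.82). JUND (ENSG00000130522, chromosome 19, 18279760 to 18281622) rose by 1.22 (1.12 to 1.33), 1.27 (1.16 to 1.38) and 1.04 (0.93 to 1.15). In Violet the interval of JUND included 1, and under a GC correction JUND was at 0.89, 0.91 and 0.74 and no longer called. In Violet JUND was also under 1 with DESeq2 size factors (0.995) and on the scale log2(FPKM + 1) (0.98). JUN (ENSG00000177606, chromosome 1, 58780788 to 58784327) was higher by 0.43, 0.62 and 0.42. FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230) was higher by 0.50 in Claret and 0.68 in eGFP. In Violet, FOS differed by 0.13 (-0.03 to 0.28; exact binomial test, adjusted p = 0.137), which was not detectable at this depth. FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179) was higher by 0.74 and 0.89 in Claret and eGFP, and by 0.14 in Violet (-0.12 to 0.41; exact binomial test, adjusted p = 0.359). FOSL2 (ENSG00000075426, chromosome 2, 28392448 to 28417312) was lower in all 3, at -0.95, -1.03 and -0.81, and was called in eGFP. FOSL1 (ENSG00000175592, chromosome 11, 65892049 to 65900573) was at -0.24, -0.30 and -0.46.

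**Figure D2:**
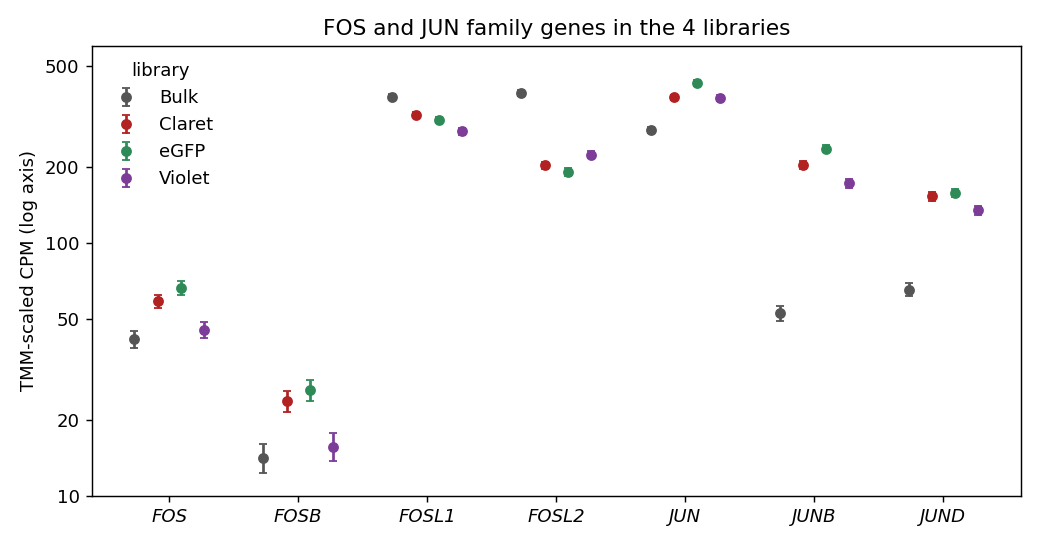
TMM-scaled CPM (log axis) of the 7 FOS and JUN family genes in Bulk, Claret, eGFP and Violet, with points for single libraries and bars for 95% Poisson intervals (counting error only). JUNB lies at 52.7 CPM in Bulk and at 172 to 236 CPM in the slow-cycling libraries, whereas FOSL2 lies at 391 CPM in Bulk and at 191 to 223 CPM in the others.

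Over the 7 FOS and JUN genes, the median log2 ratio was 0.50 in Claret (percentile 97.14), 0.68 in eGFP (percentile 99) and 0.14 in Violet (percentile 73.03), so that eGFP alone was past the random lists. With no filter on low counts the percentile in Claret was 97.73, and with groups from the treatment field the median in Claret was -0.14. Over all genes tested and adjusted over the list alone, 2 of the 7 were called higher in each library and 1 was called lower in eGFP. Between slow-cycling libraries the list median was 0.22 for Claret against Violet (6 of 7 genes above 0, percentile 99.9) and 0.23 for eGFP against Violet (6 of 7, percentile 99.95). It was -0.15 for Claret against eGFP (5 of 7 below 0, percentile 0.19). These directions held under library-size scaling, DESeq2 size factors and a GC correction. The wider AP-1 list, which contains these 7 genes, had medians of 0.54, 0.68 and 0.42 against Bulk. It was past the random lists in all 3, of which Violet lost this place under a GC correction (percentile 94.7).

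Immediate-early genes outside AP-1 had medians of 1.07, 0.97 and 0.86, with percentile 100 in each library. Of these 16 genes, 9 were called higher in Claret, 8 in eGFP and 6 in Violet, with the same counts adjusted over the list alone. Heat-shock genes had medians of -0.84, -0.77 and -0.97, at percentiles of 0.08 or lower, and all 10 were below 0 in each library. The unfolded-protein list had medians of 1.37, 1.24 and 1.25, with percentile 100, and 9 of its 14 genes were called higher in each library. NF-κB targets had medians of 0.48, 0.69 and 0.58, past the random lists in all 3. The GC correction placed the Claret value of NF-κB targets within them (percentile 94.83), as did a filter at 10 CPM and log2(FPKM + 1).

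Differences between slow-cycling libraries were not particular to the FOS and JUN genes. Of the 15 lists, 8 were past the random lists for Claret against eGFP, 7 for Claret against Violet and 8 for eGFP against Violet. These counts include the FOS and JUN list itself and the wider AP-1 list, which contains its 7 genes and is not separate from it. Claret was above Violet in immediate-early genes outside AP-1 (0.15), the unfolded-protein list (0.12) and ribosomal-protein genes (0.18), and below it in NF-κB targets (-0.14) and hypoxia genes (-0.16). eGFP was above Violet in the wider AP-1 list (0.18), immediate-early genes outside AP-1 (0.16), heat-shock (0.13), cholesterol-synthesis (0.20) and ribosomal-protein genes (0.14). Claret was above eGFP in mitochondrially encoded proteins (0.15), and below it in heat-shock genes (-0.09), NF-κB targets (-0.20), hypoxia genes (-0.14) and cholesterol-synthesis genes (-0.12). These directions were the same under library-size scaling, DESeq2 size factors and a GC correction.

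**Figure D3:**
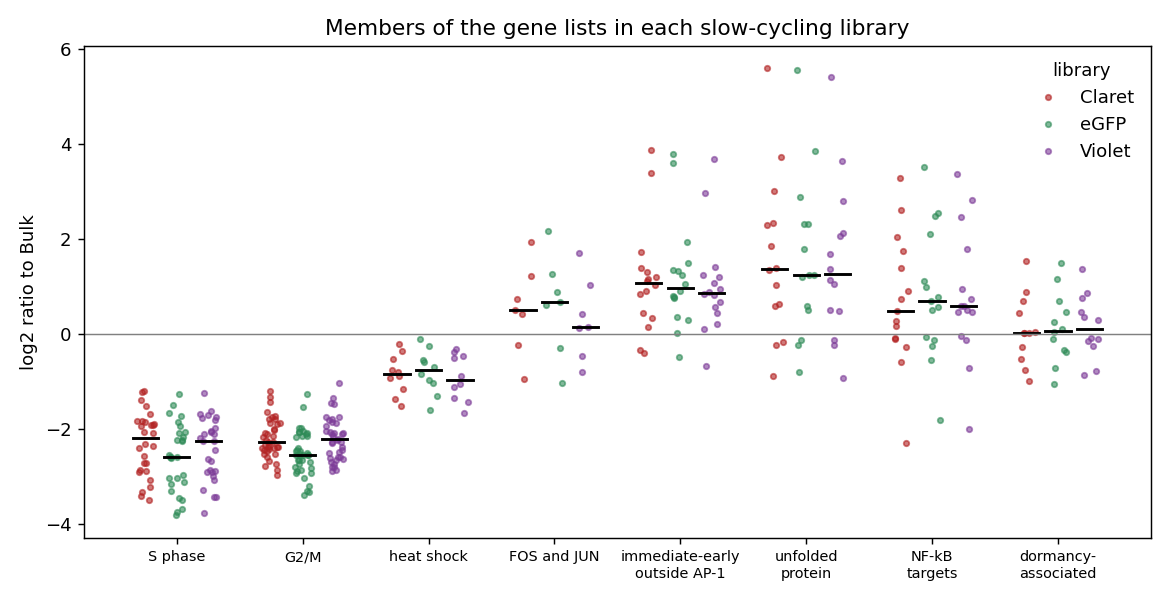
Log2 ratio to Bulk of the members of 8 gene lists in Claret, eGFP and Violet, with 1 point per gene and a black bar at the median of each list. The S-phase and G2/M genes lie below -1 in all 3 libraries, the heat-shock genes below 0, and the medians of the other lists above 0.

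Dormancy-associated genes had medians of 0.02, 0.07 and 0.11, within the random lists in each library (percentiles 63.53 to 77.8), with values from -1.05 to 1.53. Cholesterol-synthesis genes had medians of 0.32, 0.45 and 0.19, past the random lists in Claret and eGFP. Hypoxia genes had medians of -0.52, -0.38 and -0.30, past them in Claret. Ribosomal-protein genes had medians of 0.42, 0.41 and 0.29, past them in Claret. This place depended on the setting, since Claret was within them with a filter at 10 CPM (percentile 96.62), and eGFP was past them with no filter (99.19) and under a GC correction (97.88). Interferon-response genes (-0.16, -0.08 and -0.04) and mitochondrially encoded proteins (-0.10, -0.25 and -0.13) stayed within the random lists.

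Among protein-coding genes called in all 3 slow-cycling libraries, the largest differences were at genes with few or no reads in Bulk. INHBE (ENSG00000139269, chromosome 12, 57452323 to 57459280) had 1 read in Bulk and 620, 615 and 431 in Claret, eGFP and Violet, and the 95% intervals of its log2 ratios started at 6.69, 6.77 and 6.26. SLC16A1 (ENSG00000155380, chromosome 1, 112911847 to 112957013) had 0 reads in Bulk and 372, 331 and 238 in the others. With Bulk set at the floor of 3 reads, it was 115-fold, 109-fold and 79.1-fold higher. Counting error in the slow-cycling libraries is not part of these folds (95% intervals of the log2 ratios from 6.54, 6.47 and 5.997). CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956519) rose from 33 reads to 1810, 1652 and 1488, log2 ratios of 5.59 (5.18 to 6.21), 5.55 (5.14 to 6.18) and 5.41 (5.00 to 6.04). MOV10L1 (ENSG00000073146, chromosome 22, 50089879 to 50161690) and IL21R (ENSG00000103522, chromosome 16, 27402162 to 27452042) had 0 reads in Bulk and 52 to 108 in the other libraries. With Bulk set at that floor, the smallest of these differences was 17.3-fold (95% intervals of the log2 ratios from 3.76 or more). On the scale log2(FPKM + 1), MOV10L1 and IL21R differed by less than 1 in all 3 libraries. Lower in all 3 were FAM111B, E2F8, CLSPN, GINS2 and ZWINT. FAM111B (ENSG00000189057, chromosome 11, 59107185 to 59127410) fell from 962 reads in Bulk to 77, 55 and 46, with log2 ratios of -3.71 (-4.10 to -3.41), -4.09 and -4.33. E2F8 (ENSG00000129173, chromosome 11, 19224063 to 19241620), CLSPN (ENSG00000092853, chromosome 1, 35720218 to 35769967), GINS2 (ENSG00000131153, chromosome 16, 85676198 to 85690073) and ZWINT (ENSG00000122952, chromosome 10, 56357228 to 56361275) had log2 ratios between -3.90 and -3.27.

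Genes in which 1 slow-cycling library stood apart were few, and many of them share sequence with another gene. Such genes made up 8 of 12 in Claret, 9 of 19 in eGFP and 8 of 16 in Violet, against 4.92% of the genes kept and 3.62% of the genes in which Bulk stood apart. In Claret, BOLA2B (ENSG00000169627, chromosome 16, 30192934 to 30194306, 325 reads, 2 to 24 elsewhere) and EIF3CL (ENSG00000205609, chromosome 16, 28379579 to 28403879, 591 reads, 30 to 63 elsewhere) were above the others. NOP2 (ENSG00000111641, chromosome 12, 6556863 to 6568691, 5 reads, 22 to 24 elsewhere) and EIF3C (ENSG00000184110, chromosome 16, 28688558 to 28735730, 224 reads, 624 to 1026 elsewhere) were below. In eGFP, SIK1 (ENSG00000142178, chromosome 21, 43414483 to 43427189, 87 reads, 7 to 13 elsewhere) and SERF1B (ENSG00000205572, chromosome 5, 70025247 to 70043113, 256 reads, 13 to 52 elsewhere) were above, and SHISA2 (ENSG00000180730, chromosome 13, 26044597 to 26051031, 9 reads, 32 to 41 elsewhere) was below. In Violet, CNTNAP3C (ENSG00000283378, chromosome 9, 61330717 to 61453030, 44 reads, 10 to 13 elsewhere) and MUC5B were above, and XAGE1B (ENSG00000204382, chromosome X, 52512077 to 52520803, 9 reads, 93 to 493 elsewhere) and SMN1 (ENSG00000172062, chromosome 5, 70925030 to 70953942, 86 reads, 212 to 617 elsewhere) were below. Of these 11 genes, SHISA2, MUC5B and EIF3C had under 50% of their 31-mers in other genes (3.50%, 0.89% and 48.2%), so the counts of the other 8 are uncertain. That of EIF3C is uncertain too, since its sum with EIF3CL was 815 reads in Claret, 716 in eGFP and 667 in Violet. MUC5B (ENSG00000117983, chromosome 11, 1223066 to 1262172) had 14741 reads in Violet against 5790 in Bulk, 5471 in Claret and 5227 in eGFP. Its log2 ratio to Bulk was 1.34 (1.30 to 1.39) in Violet, -0.19 in Claret and -0.16 in eGFP.

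Log2 ratios to Bulk rose with transcript GC content. The median over the lowest decile of GC content was -0.09 in Claret, -0.11 in eGFP and -0.07 in Violet, and over the highest decile it was 0.20, 0.21 and 0.18. Spearman's rho with GC content over genes was 0.13, 0.15 and 0.11, and with mean expression it was -0.18, -0.17 and -0.21. After the GC correction the decile medians lay between -0.04 and 0.03.

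**Figure D4:**
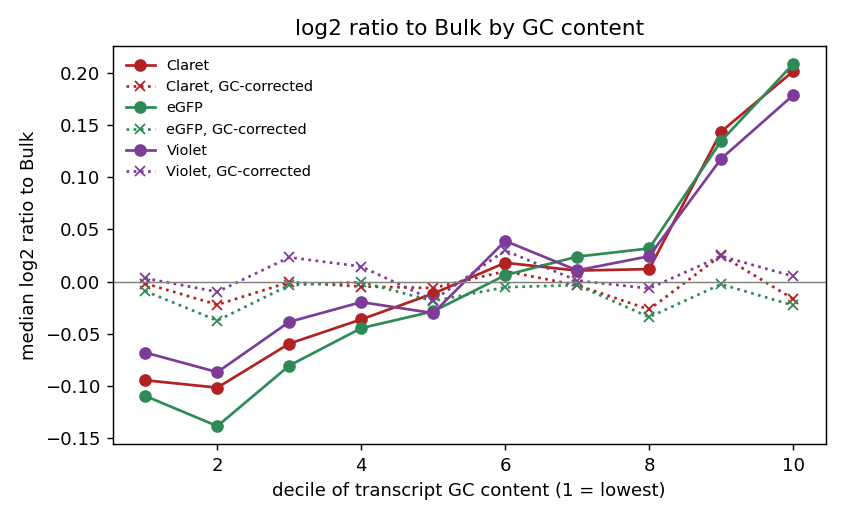
Median log2 ratio to Bulk by decile of transcript GC content (about 1458 genes per decile) for Claret, eGFP and Violet, before (filled points) and after (crosses) a lowess correction. Before correction the medians run from -0.14 to 0.21, and after it from -0.04 to 0.03.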

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

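The test on summed copies was chosen only after the opposite directions had been seen, and the genes were divided by its outcome afterwards.

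In 6 genes the difference from Bulk was called higher in one slow-cycling library and lower in another. The largest log2 difference between slow-cycling libraries was 6.27 for BOLA2B, 5.49 for XAGE1B, 4.19 for SERF1B, 4.12 for EIF3CL, 2.59 for RPL29P11 and 2.499 for MAGEA2B. The difference between their effects was not tested as an interaction, since no group has replicates. All 6 hold at least 76.2% of their 31-mers in another gene, so reads divided differently between near-identical copies were weighed first, by summing each gene with the genes that hold at least 50% of its 31-mers.

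For EIF3CL the sum removed the difference. EIF3CL had 591 reads in Claret and 30 in eGFP, while the sum with EIF3C was 815 and 716, and the largest difference left was 0.19. A division of reads between copies is consistent with that value, and EIF3C, lower in Claret in the report, is the counterpart of EIF3CL.

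For RPL29P11 the sum decides nothing. RPL29P11 had 26 to 166 reads and its sum with RPL29 and a further copy 9164 to 13944, so the difference left, 0.32, was fixed by the more abundant copy. Shared reads and a difference between the cells cannot be told apart for this gene.

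For BOLA2B, MAGEA2B, SERF1B and XAGE1B the sums did not remove it, and the smallest difference left was 2.17. BOLA2B summed with its copies had 326 reads in Claret, 9 in eGFP and 10 in Violet. That argues against an exchange of counted reads between these copies alone. Reads set aside because they match several places would be missing from such a sum, and the counting rules are not stated, so a loss of such reads was not tested and stays open. Library depth, 15508179 to 16976909 reads, differs far less than these counts. A difference between cells that retain Claret, eGFP or Violet also stays open, as untested.

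Between slow-cycling libraries as a whole, 23.5% to 30.8% of the called genes share at least 50% of their 31-mers, against 4.92% of the genes kept. Shared reads may therefore account for part of the genes called between slow-cycling libraries. A share under 50% does not rule it out for a gene, as EIF3C with 48.2% shows. Without the genes that share at least 50%, 72 genes were called for Claret against eGFP, 86 for Claret against Violet and 104 for eGFP against Violet.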

How the results depend on the processing

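The GC correction, the exact test with the variation between slow-cycling libraries and the removal of genes with shared sequence were chosen only after results had been seen. The other alternatives were planned. No paired analysis was possible because each group has 1 library. Unless a cause is named, the cause was not tested.

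A count was taken as the same when it stayed within 1.5 times, a correlation when it moved by less than 0.05, a list median when it had the same direction and stayed on its side of the limits of the random lists, and a gene when it had the same direction and call (for log2(FPKM + 1), which has no test, the same side of 1 in size). Values taken as the same can therefore differ in size. Genes lower in all 3 numbered 717, and 487 with an assumed variation of 0.2, and the S-phase median in Violet was -2.25, and -0.11 with groups from the treatment field. Of the values that answer a comparison, 206 were the same in this sense under an alternative, 65 moved, 5 reversed, 2 became stronger and 1 weaker. For the other lists, 224 were the same, 25 reversed, 6 became stronger and 9 weaker. For single named genes, 518 were the same, 21 became weaker and 1 reversed. The S-phase and G2/M medians had the same direction and stayed past the random lists in all 3 libraries with library-size scaling, DESeq2 size factors, no filter, the filter at 10 CPM, a prior count of 0.5, log2(FPKM + 1) and the GC correction, the alternatives with the titles that were run for them.

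With groups from the treatment field, the library titled Violet serves as Bulk, which by construction changes the libraries that each comparison uses. Claret then had 1023 genes higher and 1641 lower, eGFP 33 and 82, and Violet 42 and 94. Claret differed from eGFP in 2612 genes and from Violet in 2843, and 4 genes were higher and 12 lower in all 3. Correlations of the log2 ratios were 0.192 for Claret and eGFP, 0.0366 for Claret and Violet and 0.508 for eGFP and Violet. In Claret these medians reversed: FOS and JUN -0.14, wider AP-1 -0.42, other immediate-early genes -0.86, heat shock 0.97, S phase 2.25, G2/M 2.22, CDK inhibitors -0.14, dormancy -0.11, NF-κB -0.58, unfolded protein -1.25, interferon 0.037, hypoxia 0.30, cholesterol -0.19, ribosomal proteins -0.29 and mitochondrial proteins 0.13. In eGFP, heat shock (0.11), S phase (0.11), dormancy (-0.039), NF-κB (-0.14), interferon (0.034) and mitochondrial proteins (0.11) reversed, and G2/M was weaker (-0.0039). In Violet, heat shock (0.13), CDK inhibitors (-0.016) and dormancy (-0.019) reversed, and FOS and JUN became stronger (0.23). Among the other lists, 4 became weaker and came within the random lists. They were wider AP-1 (0.088) and cholesterol (0.059) in eGFP, and NF-κB (0.065) and unfolded protein (0.096) in Violet. A further 4 became stronger and came past them: hypoxia (-0.16) and ribosomal proteins (0.18) in eGFP, and cholesterol (0.20) and ribosomal proteins (0.14) in Violet.

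With the filter at 10 CPM, which leaves 10112 genes, 615 genes were higher and 634 lower in Claret, 685 higher in eGFP and 608 higher in Violet. Fewer genes tested is part of this setting's construction. Between slow-cycling libraries 8 genes were called for Claret against eGFP, 11 for Claret against Violet and 7 for eGFP against Violet, and 500 were higher in all 3. Bulk stood apart in 1046 genes, Claret in 3, eGFP in 1 and Violet in 4. Of the calls against Bulk, 45.6% to 49.2% were higher, against 61% to 62.7% without this filter, so the excess of higher genes depends on weakly expressed genes. The dormancy medians reversed in eGFP (-0.034) and Violet (-0.093).

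With edgeR's exact test and an assumed variation of 0.2, Claret had 916 genes higher and 583 lower, eGFP 1047 and 686, and Violet 957 and 619. Between slow-cycling libraries 7, 4 and 5 genes were called, for Claret against eGFP, Claret against Violet and eGFP against Violet, and 706 were higher in all 3. Bulk stood apart in 1193 genes, Claret in 2, eGFP in 3 and Violet in 2. With the variation between slow-cycling libraries instead, Claret had 1601 genes higher and 969 lower. The number of genes that set slow-cycling libraries apart therefore rests on the variation assumed, which 1 library per group does not measure.

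With a 1.5-fold threshold, which by construction admits more genes, Claret had 2870 higher and 2408 lower, eGFP 2981 and 2585, and Violet 2968 and 2454. Between slow-cycling libraries 238, 266 and 320 genes were called, in the order above, and 2238 were higher and 1863 lower in all 3. Bulk stood apart in 4101 genes, Claret in 24, eGFP in 50 and Violet in 42. With protein-coding genes alone, fewer genes were tested, and 55, 63 and 70 were called between slow-cycling libraries. Claret stood apart in 6, eGFP in 12 and Violet in 6. The quasi-likelihood fit of the slow-cycling libraries as if replicates gave 3905 genes higher and 4151 lower, with no threshold on each library.

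With no filter on low counts, correlations of the log2 ratios were 0.783, 0.777 and 0.775, and the FOS and JUN median in Claret (0.50) came past the random lists. The interferon median, near 0, reversed in eGFP with no filter (0.0047), in eGFP (0.029) and Violet (0.039) under the GC correction, and in Violet under library-size scaling (0.014). SHISA2 in Violet reversed under library-size scaling (0.0035).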

Other observations

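The tests on copy numbers, on leukocytes, on unspliced reads and on immediate-early genes without heat shock were chosen only after the result was seen, as were the division of the unfolded-protein list into arms and the separate readings of JUNB and JUND and of the genes on chromosome 22.

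The treatment field names another sort than the title for every library. If that field were right, the library titled Violet would be the un-gated one and would be expected to hold the most proliferation transcripts. All 66 S-phase and G2/M genes had their highest CPM in the library titled Bulk, which argues against the treatment field. A swap among the 3 slow-cycling titles was not tested.

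FOS and JUN genes may respond to handling during sorting. Heat-shock genes, written down in advance as part of such a response, were lower in all 3 slow-cycling libraries (highest median -0.77). That argues against a net rise of these genes above Bulk. A handling response on top of a lower starting level in slow-cycling cells would not show in this comparison, so it stays open. Immediate-early induction without a heat-shock part cannot be told apart from cell state, since the design has no second handling. Bulk was also sorted, but with no fluorescence gate. Immediate-early genes outside AP-1 rose in all 3 libraries (smallest median 0.86). EGR1, chosen after its values were seen, rose by 3.38 in Claret, 3.59 in eGFP and 2.98 in Violet. A difference between slow-cycling and Bulk cells stays open, as untested.

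GC content bias was weighed for the main patterns. After the GC correction the highest S-phase or G2/M median was -2.17, and the lowest log2 ratio of JUNB was 1.51, which argues against GC content as the whole cause of either. JUND fell under 1 in all 3 libraries (highest 0.91), so GC content may account for part of its difference. A rise of 0.74 or more was left.

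The unfolded-protein list was divided into an ATF4 arm of 6 genes and a chaperone arm of 8. The ATF4 arm had medians of 2.67, 2.60 and 2.46 in Claret, eGFP and Violet, and the lowest after the GC correction was 2.36, which argues against GC content. The chaperone arm had medians of 0.61, 0.55 and 0.49, and its lowest percentile was 98.25. The 8 genes did not move together (names chosen after their values were seen). XBP1, HERPUD1 and DNAJB9 were called higher in all 3 libraries, and HSPA5 and SEL1L were above 0. SDF2L1, PDIA4 and HYOU1 were below 0 in all 3, at -0.88, -0.23 and -0.18 in Claret. That percentile therefore leaves open whether chaperones as a set were induced, and it does not decide on endoplasmic reticulum stress. Amino-acid shortage and other inputs to ATF4 were not tested.

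In 12 genes Bulk had at most 3 reads and each slow-cycling library at least 40, INHBE, SLC16A1, MOV10L1 and IL21R among them. Bulk cells from a subline with other large copy numbers are a candidate explanation. For the 10 of these genes outside chromosome 22, the 10-Mb windows that hold them had median log2 ratios of at most 0.18 in size, 7 of them below 0, which argues against it. For MOV10L1 and AL022322.1, on chromosome 22, the windows had medians of 0.35 and 0.29. MOV10L1 had 0 reads in Bulk and 56 to 108 in the other libraries, and its smallest difference was 18.5-fold with Bulk set at 3 reads. AL022322.1 had 1 read in Bulk and 47 to 66 in the others. Window medians this small argue against other large copy numbers as the whole cause for both genes. The window of MOV10L1 had the highest median of all 267 windows, under the limit of 0.4. A contribution from a change in part of the cells therefore stays open. Elsewhere 1 window was beyond that limit, on chromosome 19 from 20000001 to 30000000 (-0.63, 18 genes). Leukocytes in the slow-cycling libraries were also weighed, and 8 abundant leukocyte transcripts together had at most 19 reads in a slow-cycling library. That argues against leukocytes, but an established cell line was unlikely to hold them, so the test says little. Reads from other human cells were not tested. Smaller deletions and a difference between slow-cycling and Bulk cells stay open, as untested.

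Long intergenic non-coding genes (470) had median log2 ratios of 0.54, 0.48 and 0.58 in Claret, eGFP and Violet, and protein-coding genes -0.04 in each. Part of this gap followed expression level. In the expression range of the long intergenic non-coding genes, these had medians of 0.48, 0.42 and 0.51, protein-coding genes 0.16, 0.16 and 0.21, antisense genes 0.33, 0.25 and 0.41, and sense-intronic genes 0.07, 0.04 and 0.16. More unspliced or genomic reads could raise non-coding genes, and would raise sense-intronic genes at least as much. The median of long intergenic non-coding genes exceeded that of sense-intronic genes in all 3 libraries, with 95% bootstrap intervals over genes from 0.12 or more, which argues against such reads as the whole cause. The rise of antisense genes goes with such reads, so a part in it stays open. Counts of genes that overlap others or lie antisense to them are uncertain, because the use of strand is not stated.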
